A study of Mus musculus with 51 samples. Its data were reported in "Endogenous retroviral insertions drive non-canonical imprinting in extra-embryonic tissues" (2019).

How the data were processed

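Native chromatin of dissected mouse embryos at embryonic day 6.5 was profiled for H3K4me3, H3K27me3 and H3K36me3 in the epiblast and the extra-embryonic ectoderm (ExE). Each library came from a pool of a few embryos, and the chromatin of a pool was divided between the antibodies and an input. The embryos were F1 hybrids with 1 C57BL/6 (B6) and 1 Mus musculus castaneus (CAST) parent, written with the mother first. In matDKO/CAST the mothers, of mixed B6 and 129 background, had lost Dnmt3a and Dnmt3b in their oocytes through a Zp3-cre transgene. Groups and replicate numbers were taken from the labels, which gave 36 ChIP libraries in 18 groups of 2 and 15 inputs.

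The allelic tables hold read counts. According to the methods, the authors trimmed the reads, aligned them to a copy of GRCm38 in which B6 and CAST variants were masked, and assigned each read that covers such a variant to 1 parent. For matDKO/CAST they left out the variants that 129 shares with CAST, aligned the unassigned reads again to a 129 and CAST genome, and added those assigned to 129 to the maternal reads. This second step adds maternal reads alone. Peaks had been called by the authors with a hidden Markov model per wild-type cross and tissue and merged per mark and tissue. The deposited values are raw counts per peak and allele, with no normalization. The authors' deposited peak lists carry a score of 0 throughout, so no peak was ranked or filtered on it. The authors deposited a separate table of RPKM in consecutive 1 kb windows of the 19 autosomes for all 51 libraries, made from all aligned reads without regard to the allele. In every library the low RPKM values are whole multiples of 1 step, which is the value of a single read, so the number of reads could be read from the table. In 17.9 to 28.3% of peaks of the 6 allelic tables the peak name carries other coordinates than the start and end columns. The start and end columns were used throughout, on GRCm38.

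For the allelic comparisons a peak was informative when at least 1 allele column of a wild-type library held at least 20 reads. Maternal and paternal counts were compared in each cross on its own with the quasi-likelihood F test of edgeR 4.0.16 (TMM factors, Benjamini-Hochberg adjustment over informative autosomal peaks, two-sided). A peak with an adjusted p-value below 0.05 in both B6/CAST and CAST/B6 was called imprinted when the same parent was higher and strain-specific when the same strain was higher. An imprinted peak was called retained when matDKO/CAST passed the same threshold over all informative peaks with the same parent higher. Whether the bias differed between matDKO/CAST and B6/CAST was tested directly as the interaction of cross and parent. A joint fit over both wild-type crosses with terms for cross, strain and parent was made as well. Counts on chromosome X were kept out of these tests and used only for the X chromosome comparison. Log2 ratios of single regions used an added count of 0.5.

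For total signal, the windows of each peak were averaged, and limma 3.58.1 with a mean-dependent prior was fitted to log2 of RPKM plus 0.5 with a mean per group over the 12 libraries of a mark. Coordinates of these peaks are written from 1. Genes were taken from GENCODE vM21 on GRCm38. Comparisons of regions used exact sign-flip tests or permutation tests with 100000 resamples, all two-sided. Regions and peaks are not independent replicates, so these p-values describe the libraries at hand. CpG content was read from the GRCm38 sequence with samtools 1.23.1. DESeq2 1.42.0 served as an alternative. Inputs were not subtracted from any value and served to look at the deleted genes, at copy number and at strain variants. Other tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

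The tests, the samples in them and most alternatives were chosen before the data were examined. Added afterwards were the requirement of 20 reads in each cross, the fits without chromosomes 3 and 11, the leave-one-out values of the strain-specific calls and the settings of the H3K36me3 interaction. Genes are named in the text by a rule that was also fixed beforehand. It covers 19 loci that the study's text discusses, each with its imprinted peak within 10000 bp that has the most reads, the 5 imprinted H3K4me3 peaks with the most reads and the 5 with the largest bias per tissue, and the 5 peaks with the largest change in each direction for total signal. The study chose the 19 loci on these samples, so they are not independent evidence. A few peaks that meet this rule for total signal are not reported here. Any other feature that is named was chosen after its values were seen.

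The maternal and paternal columns of a library come from the same sample, so the library is a true block for the allelic tests. Each allelic test was repeated with that block, and its count is given beside a result where it moved by more than 1.5 times. Replicate numbers shared between tissues or crosses pair nothing in the labels and were treated as names. Libraries of a group were compared before averaging. The ratio of chi-square to degrees of freedom between the libraries of a group ran from 1.11 to 27.9 over peaks, so no group holds the same library in duplicate.

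The allelic scripts were tested on simulated counts with 200 imprinted peaks of log2 1.5. The imprinted peaks were drawn from those with a mean of at least 20 reads per allele column. Of these, 77.5% were recovered in ExE and 38% in epiblast, with 0 false calls in both. Of the peaks simulated with the bias also in matDKO/CAST, 37% were called retained in ExE and 32% in epiblast. A retained call also needs the imprinted call in both wild-type crosses, so peaks missed there lower these shares. The interaction found 12% and 0% of the peaks simulated without the bias in matDKO/CAST. In simulated total signal with 200 changed peaks of log2 1, where 0 to 15 peaks were called falsely, the contrast of the tissues recovered 69.5% for H3K4me3, 97.5% for H3K27me3 and 79% for H3K36me3. The contrast of matDKO/CAST with B6/CAST recovered 0.5% and 0% for H3K4me3 in ExE and epiblast, so only larger changes can be seen there, against 86.5% and 85.5% for H3K27me3 and 62.5% and 66% for H3K36me3.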

Results

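Chromatin of E6.5 mouse embryos was profiled for 3 histone marks in 2 tissues and 3 crosses, with 2 libraries in each of the 18 groups and 15 inputs (9 of epiblast and 6 of ExE). The reciprocal wild-type crosses B6/CAST and CAST/B6 separate the effect of the parent from that of the strain, and matDKO/CAST asks which of the allelic marks need the DNA methylation that the oocyte lays down. Depth is given in M reads. Reads assigned to an allele within autosomal peaks numbered 1.12 to 6.06 M per library for H3K4me3 in epiblast and 2.70 to 6.82 M in ExE. They numbered 0.271 to 1.99 M and 2.11 to 6.58 M for H3K27me3, and 0.289 to 1.71 M and 0.603 to 2.11 M for H3K36me3. The window table rested on 4.01 to 17.9 M reads per H3K4me3 library, 3.68 to 22.9 M per H3K27me3 library, 2.09 to 12.6 M per H3K36me3 library and 7.17 to 90.6 M per input.

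The deleted genes were looked at first, since the embryos of matDKO/CAST inherit a deleted maternal copy of both. Over the whole of Dnmt3b (chromosome 2, 153649450 to 153687730, GRCm38) the mean input was 0.517 RPKM over the 5 matDKO/CAST inputs and spanned 0.448 to 0.584 RPKM over the 10 wild-type inputs. Within the gene, the 3 windows from 153675001 to 153678000 had the lowest input in matDKO/CAST relative to the wild type, with means of 0.197 and 0.371 RPKM, and the ranges overlapped (0.158 to 0.239 and 0.186 to 0.556 RPKM). These windows were chosen on the inputs, and H3K36me3 was then read in them. Its mean was 0.755 RPKM in epiblast of matDKO/CAST (0.713 and 0.798, n = 2) against 1.80 RPKM in the wild type (1.27 to 2.15, n = 4), and 0.994 RPKM in ExE (0.991 and 0.997, n = 2) against 2.33 RPKM (1.72 to 2.99, n = 4). Every matDKO/CAST library lay below every wild-type library in both tissues, for which an exact two-sided permutation test of 2 against 4 libraries gives 0.133, the smallest it can reach. Over the whole of Dnmt3a (chromosome 12, 3806007 to 3914443) the inputs had 0.590 RPKM in matDKO/CAST and 0.471 to 0.601 RPKM in the wild type, and no comparable loss was seen: the lowest 3 windows (3861001 to 3864000) had 0.539 against 0.711 RPKM and the ranges overlapped.

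The peak lists of the wild-type crosses were compared next. The share of autosomal peaks of both lists together that overlapped a peak of the other cross by at least 1 bp was 83.8% for H3K4me3 in epiblast, 73.2% for H3K4me3 in ExE, 78.6% and 81.4% for H3K27me3, and 65.8% and 80.1% for H3K36me3. These shares join lists of unequal length. For H3K4me3 in ExE 57.9% of the 41188 B6/CAST peaks but 99.4% of the 23940 CAST/B6 peaks overlapped, and in epiblast 72.8% of 33230 and 98.2% of 25308. For H3K27me3 the B6/CAST lists had the higher shares (83.7% against 73.9% in epiblast, 89.9% against 73.1% in ExE). Between the tissues of a cross the share was 73.5% and 80.7% for H3K4me3 in B6/CAST and CAST/B6, 52.4% and 53.8% for H3K27me3, and 58.5% and 65.5% for H3K36me3. For H3K27me3 in B6/CAST this joins 34.1% of the 20452 ExE peaks with 92.1% of the 9467 epiblast peaks. Restricting the lists to peaks longer than their median length moved H3K36me3 between the tissues of B6/CAST most, to 70.3%.

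The reciprocal crosses were used to find parental bias of H3K4me3. Of 40468 autosomal peaks in ExE, 23211 (57.4%) were informative, and of 33329 in epiblast, 20328 (61.0%). In ExE 992 peaks passed the edgeR threshold in both crosses, of which 918 (92.5%) followed the strain and 74 (7.46%) the parent. Of the strain-specific peaks, 520 were higher on the B6 allele and 398 on the CAST allele. Of the 74 imprinted peaks 44 had more H3K4me3 on the paternal and 30 on the maternal allele, and in all 74 each of the 4 wild-type libraries showed the direction. At unadjusted p-values below 0.05 there were 120. In epiblast 193 peaks passed in both crosses, with 171 (88.6%) strain-specific and 22 (11.4%) imprinted, 16 paternal and 6 maternal, all again with each of the 4 libraries in the direction. A transcription start site lay in 55 of the 74 peaks in ExE and in 19 of the 22 in epiblast. Of the alternatives, the Wald test of DESeq2 moved the ExE counts most, to 45 imprinted and 176 strain-specific peaks. With each library as a block, the epiblast counts were 37 imprinted and 596 strain-specific peaks. Simulated peaks with a log2 bias of 1.5 were found in 77.5% of cases in ExE and in 38% in epiblast. Calls that need both crosses are therefore less sensitive in epiblast. The simulated peaks had a mean of at least 20 reads per allele column, so recovery among all informative peaks may be lower.

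**Figure D1:**
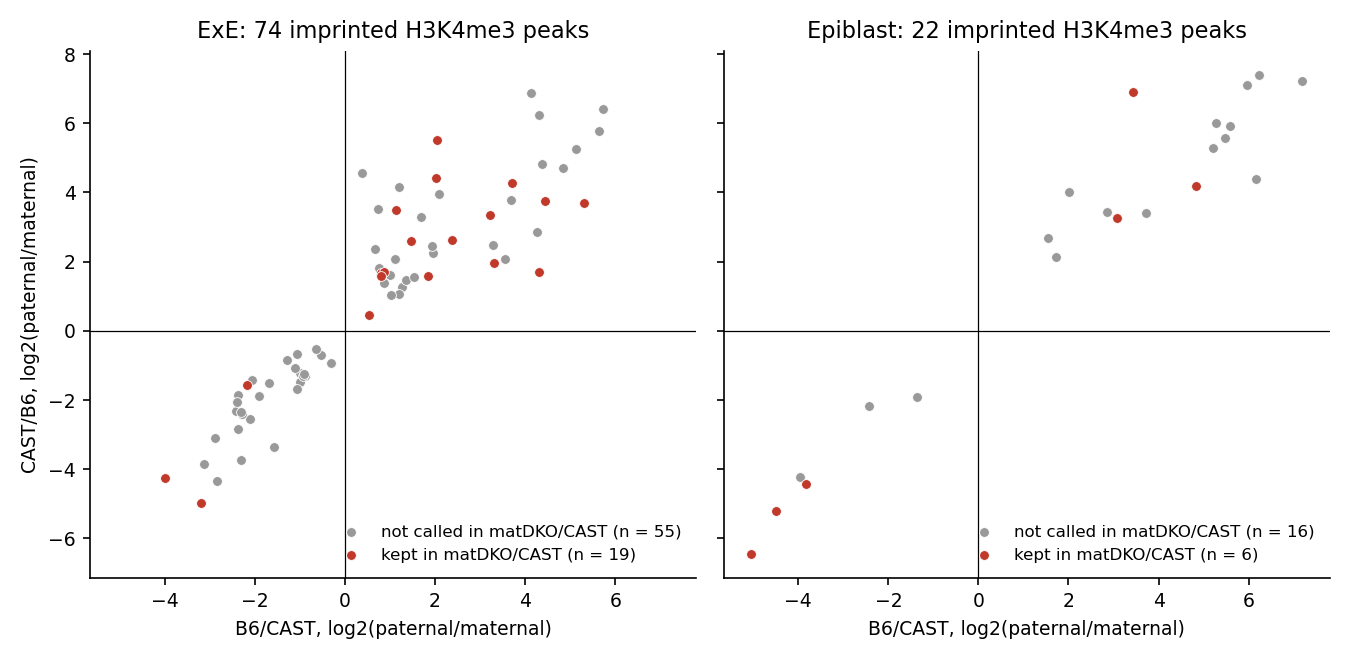
Log2 ratio of paternal to maternal H3K4me3 reads in B6/CAST (horizontal) and CAST/B6 (vertical) for the imprinted peaks of ExE (74) and epiblast (22), each point 1 peak. Colours separate the peaks that kept a significant bias in matDKO/CAST (19 and 6) from those that did not.

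All 19 listed loci had an imprinted H3K4me3 peak in ExE (18 different peaks) and 10 of them in epiblast (9 peaks). The listed genes were chosen by the study on these samples. At Gab1 (chromosome 8, 80852500 to 80861000, intron) the paternal share in ExE was 93.0% ± 1.31 (SD, n = 2) in B6/CAST and 95.3% ± 2.89 (SD, n = 2) in CAST/B6, with edgeR adjusted p-values of 5.76e-15 and 1.12e-13. At Sfmbt2 (chromosome 2, 10362000 to 10382500, start site) it was 83.1% ± 3.73 and 86.5% ± 1.85 (SD, n = 2 each), and at Slc38a4 (chromosome 15, 97046500 to 97062000, start site) 95.4% ± 0.604 and 93.6% ± 1.92 (SD, n = 2 each). Log2 ratios of paternal to maternal reads ranged over the listed ExE peaks with a higher paternal allele from 0.54 in B6/CAST and 0.47 in CAST/B6 at Sall1 to 5.13 at Kcnq1ot1 in B6/CAST and 6.88 at Peg3 in CAST/B6. The maternal allele was higher at Pde10a, Cd81, H19, Meg3 and Slc22a3. In epiblast the listed loci with a peak were Gab1, Slc38a4, H19, Meg3, Peg3, Kcnq1ot1, Airn and Igf2r (1 peak), Plagl1 and Magel2.

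The matDKO/CAST libraries were used to ask which biases persisted without maternal germline methylation. In ExE 19 of the 74 imprinted peaks kept a significant bias with the same parent higher, 16 paternal and 3 maternal, and in epiblast 6 of 22, 3 paternal and 3 maternal. The stricter adjusted p-value of 0.01 moved the ExE count most, to 12. The median log2 ratio of the allele higher in the wild type to the other was, over the 19, 2.18 in B6/CAST and 2.07 in matDKO/CAST. That of the other 55 was 1.70 and 0.12, and 34 of them still leaned in the wild-type direction. These other peaks rested on fewer reads, with a median of 123 in matDKO/CAST against 396 in the retained ones. In simulated libraries that kept the whole B6/CAST bias, only 41.4 to 54.2% of imprinted ExE peaks were called retained (90 to 100% in epiblast), so a peak outside the 19 did not necessarily lose its bias. The direct test of the difference from B6/CAST passed at 24 imprinted peaks in ExE, 19 paternal and 5 maternal (36 when adjusted over the list alone), and at 16 in epiblast, 14 paternal and 2 maternal (17 when adjusted over the list alone). The lists were chosen on the B6/CAST libraries tested here, so the counts adjusted over them are not independent evidence. Over all informative peaks the difference passed at 207 in ExE and 137 in epiblast, of which 183 and 121 were not imprinted. At the 24 peaks the median of the same ratio went from 2.63 in B6/CAST to 0.04 in matDKO/CAST, and at the 16 from 5.03 to 0.20. Of the 74 ExE peaks, 23 differed and were not retained, 18 were retained with no significant difference, 1 was both and 32 were neither. In epiblast, 14 differed and were not retained, and the peaks of Slc38a4 and Mest were both retained and different. Named after their values were seen, the 5 maternal peaks that differed in ExE lay at Gipc2, Tssc4, Cdkn1c, Phlda2 and Igf2r, and the 2 in epiblast at Cdkn1c and Grb10. The 3 maternal peaks retained in ExE were those of Cd81, H19 and Meg3.

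Among the listed loci, the bias was retained in ExE at Gab1, Sfmbt2, Slc38a4, Smoc1, Jade1, Platr20, Sall1, Cd81, H19, Igf2 and Meg3. At Gab1 the log2 ratio was 2.88 ± 0.20 (SE) in matDKO/CAST (edgeR adjusted p 1.28e-05), and the difference from 3.71 ± 0.18 in B6/CAST was not significant (adjusted p 0.753). Slc38a4 was the peak both retained and different: 4.44 ± 0.16 in B6/CAST and 2.38 ± 0.24 in matDKO/CAST, with an edgeR adjusted p of 0.0024 for the difference. The Smoc1 peak (chromosome 12, 81017000 to 81022000, intergenic) lay 4808 bp from the gene, with a paternal share of 71.7% ± 2.33 (SD, n = 2) in matDKO/CAST. Jade1 and Sall1 passed narrowly in matDKO/CAST, with edgeR adjusted p-values of 0.0183 and 0.0345 and log2 ratios of 1.03 and 0.98. The bias was not retained at Pde10a, Peg3, Kcnq1ot1, Airn and Igf2r, Plagl1, Magel2 or Slc22a3. At Peg3 (chromosome 7, 6726000 to 6733500) the log2 ratio was 4.12 in B6/CAST and 0.22 in matDKO/CAST (edgeR adjusted p of the difference 1.53e-08), and at Kcnq1ot1 (chromosome 7, 143284500 to 143297500) 5.13 and 0.13 (3.17e-09). At Pde10a the maternal bias went from -1.11 to -0.71 and at Magel2 the paternal bias from 0.86 to 0.76, and neither change was significant. Of the peaks with the most reads or the largest bias, the loss was seen at those of Snrpn, Peg13, Commd1 with Zrsr1, and Gnas. In epiblast Gab1, Slc38a4, H19 and Meg3 retained their bias. At Slc38a4 in epiblast the log2 ratio was 3.44 in B6/CAST and 1.35 in matDKO/CAST, and the difference was significant (edgeR adjusted p 4.19e-04). The retained call at Mest in epiblast (chromosome 6, 30729000 to 30741500) came from matDKO/CAST replicate 1 alone, with a paternal share of 55.2% ± 16.5 (SD, n = 2). Without that replicate 5 of the 6 retained epiblast peaks kept their direction.

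**Figure D2:**
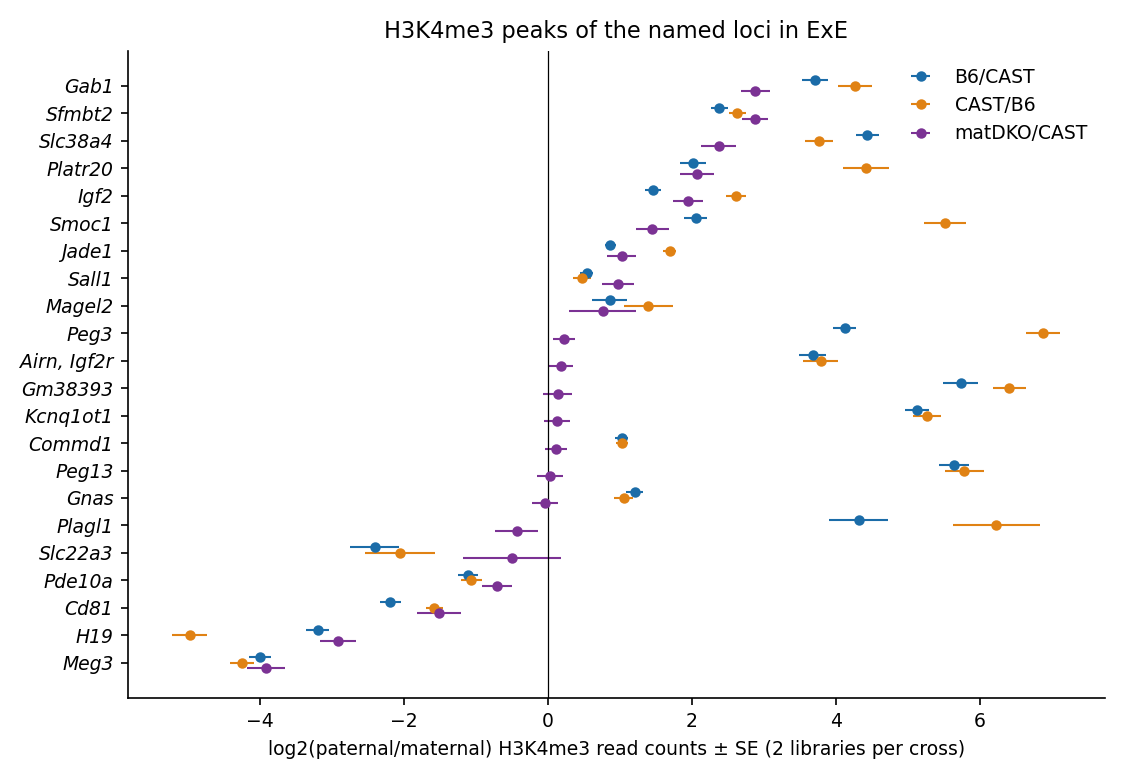
Log2 ratio of paternal to maternal H3K4me3 reads (horizontal axis, ± SE from edgeR) at the named peaks of ExE, with the crosses in separate colours (2 libraries each). Gab1 stayed at 2.88 in matDKO/CAST while Peg3 and Kcnq1ot1 lay at 0.22 and 0.13.

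The joint fit over both wild-type crosses, which asks for an effect of the parent beside that of the strain, passed at 165 peaks in ExE (100 paternal, 65 maternal) and 40 in epiblast (33 paternal, 7 maternal), by edgeR. These included all 74 and all 22 imprinted peaks. This fit found 99% of the simulated peaks with a log2 bias of 1.5 in ExE and 91.5% in epiblast. Those peaks, too, had a mean of at least 20 reads per allele column. With the library as a block the ExE count was 256. Unadjusted p-values below 0.05 were seen at 1348 and 227 peaks. Without CAST/B6 replicate 2 the epiblast count was 18, and without 1 of the other 3 epiblast libraries it was 26 to 32.

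The same test was applied to H3K27me3 and H3K36me3. In ExE 251 of 18592 informative H3K27me3 peaks were imprinted, 209 paternal and 42 maternal, and 804 were strain-specific. Library totals in place of TMM factors gave 238 imprinted peaks, 162 paternal and 76 maternal, and the DESeq2 test gave 94. In epiblast 29 of 8924 H3K27me3 peaks were imprinted (25 paternal, 4 maternal; 52 with the library block) and 90 were strain-specific (305 with the block). Of these imprinted peaks 34 in ExE and 3 in epiblast kept a significant bias in matDKO/CAST. The 3, named after their values were seen, lay at Dlk1 and 4930524O08Rik, with the maternal allele higher, and at Mir1188 with Mir341, with the paternal allele higher. For H3K36me3, 20 of 7980 peaks were imprinted in ExE (17 paternal, 3 maternal) and 88 strain-specific, and 7 of 11076 were imprinted in epiblast (4 paternal, 3 maternal) and 47 strain-specific (25 with the block). The retained H3K36me3 peaks numbered 7 in ExE, among them the peaks of Gab1, Sfmbt2, Slc38a4, Jade1 and Meg3, and 1 in epiblast, at Meg3. For H3K27me3 the listed loci retained in ExE were Sfmbt2 and Sall1, both with more H3K27me3 on the maternal allele.

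Most of the paternal H3K27me3 in ExE lay in a few long domains. When imprinted peaks of the same direction with gaps of up to 1 Mb were joined and at least 5 peaks were required, a definition chosen after the peaks were seen, 8 runs resulted, 7 paternal and 1 maternal. The paternal runs held 117 of the 209 paternal peaks. The longest (chromosome 17, 7135000 to 16668000) held 45 imprinted peaks around Pde10a, Airn and Igf2r. Its paternal share of H3K27me3 was 81.7% and 81.2% in the B6/CAST libraries and 83.5% and 81.1% in CAST/B6, against 50.9% and 51.9% in matDKO/CAST. Over the autosomes these matDKO/CAST libraries had 55.8% and 53.1% maternal reads, so relative to the autosomes the run kept a small paternal lean. Another run on chromosome 7 (141744500 to 145246000, 14 imprinted peaks) contains Kcnq1ot1 and went from 72.0% and 71.5% in B6/CAST to 47.5% and 48.7%. The paternal share in matDKO/CAST was below that of every wild-type library in each of the 7 paternal runs, but single peaks in them were retained: 9 of the 45 in the longest, 2 of 11 in the run at 3309500 to 5789000 and 1 of 10 in that at 43659000 to 45351000 of the same chromosome, 1 of 14 in the run with Kcnq1ot1 and 0 in the other 3. The maternal run (chromosome 12, 109750500 to 110368500) had 36.2% and 38.1% paternal reads in B6/CAST and 32.6% and 36.2% in matDKO/CAST, where 6 of its 7 peaks were retained. In epiblast the same definition gave 2 runs, both paternal, on chromosome 7 (142614000 to 143996500) and chromosome 17 (11608000 to 12881000), with 9 imprinted peaks each and 0 retained.

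**Figure D3:**
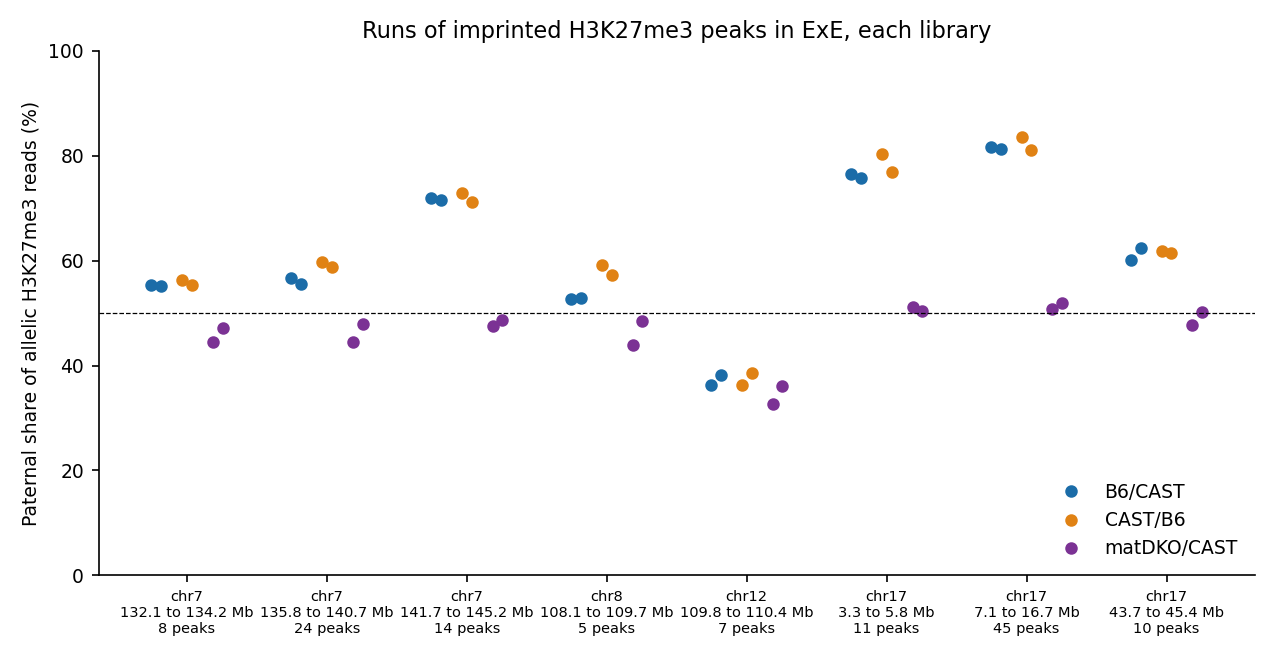
Paternal share of allelic H3K27me3 reads (percent) in the 8 runs of imprinted H3K27me3 peaks of ExE, each point 1 library. In the longest run the wild-type libraries lay between 81.1 and 83.5% and matDKO/CAST at 50.9 and 51.9%. The shares are not adjusted for the maternal excess of autosomal reads in matDKO/CAST.

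Whether maternal H3K27me3 marked the retained H3K4me3 peaks was tested next. Of the 19 retained ExE peaks, 13 overlapped an H3K27me3 peak, in 11 separate regions. The mean log2 ratio of maternal to paternal H3K27me3 over these was 0.30 in B6/CAST (maternal higher in 6 of 11, exact sign-flip p 0.449, two-sided) and 0.09 in CAST/B6 (7 of 11, p 0.860, exact), neither significant. The regions of H19 and Cd81, where H3K4me3 is maternal, lie in a paternal run, and over the other 9 the ratio was 0.69 in B6/CAST (6 of 9, exact p 0.078) and 0.40 in CAST/B6 (7 of 9, exact p 0.477). In matDKO/CAST it was 1.18 (10 of 11, exact p 0.0088). The difference from B6/CAST was 0.88 ± 1.07 (SD over 11 regions; higher in 9 of 11, exact p 0.0078) and that from CAST/B6 1.09 (7 of 11, exact p 0.040). The region of Slc38a4 weighed heavily in both means, with differences of 3.31 from B6/CAST and 6.81 from CAST/B6. Over the 28 regions at the other 55 peaks the ratio was -0.98 in B6/CAST, -1.24 in CAST/B6 and -0.08 in matDKO/CAST. An imprinted H3K27me3 peak overlapped 6 of the 19 retained H3K4me3 peaks, in 5 of them on the opposite allele, and 32 of the 55 others, in 28 on the opposite allele.

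The CpG content of retained peaks was lower. The observed over expected ratio was 0.315 ± 0.0660 (SD, n = 19) at retained and 0.416 ± 0.158 (SD, n = 55) at the other imprinted ExE peaks, a difference of -0.102 (permutation p 0.00756, two-sided). Among paternal peaks alone the difference was -0.0705 and no longer significant (16 against 28 peaks, permutation p 0.0599).

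On the X chromosome, which the allelic tests left out, the difference of the mean log2 ratio of paternal to maternal reads between X-linked and autosomal peaks was taken per mark and cross. In ExE it was -3.18 in B6/CAST and -3.51 in CAST/B6 for H3K4me3, -2.73 and -2.70 for H3K36me3, and 1.76 and 1.75 for H3K27me3, so the active marks were maternal and H3K27me3 paternal. In matDKO/CAST it was -3.28, -2.52 and 1.54. Libraries of a group differed, as with -4.07 and -2.30 for H3K4me3 and -3.42 and -2.04 for H3K36me3 in B6/CAST replicates 1 and 2 of ExE. In epiblast the means were closer to 0. For H3K4me3 it was -1.15 in B6/CAST (-0.47 and -1.83 in replicates 1 and 2) and -2.00 in CAST/B6 (-2.02 and -1.97 in replicates 2 and 3), and for H3K36me3 -1.48 and -2.51 (-3.38 and -1.64 in CAST/B6 replicates 1 and 2). For H3K27me3 it was -0.26 in B6/CAST (-0.16 and -0.37) and 0.48 in CAST/B6 (0.13 and 0.83). In matDKO/CAST epiblast it was -0.79 for H3K4me3 (-1.42 and -0.17), -0.27 for H3K27me3 (-0.63 and 0.09) and -1.24 for H3K36me3 (-0.21 and -2.26). As shares of all X-linked reads, H3K27me3 was maternal in both matDKO/CAST epiblast libraries (66.9% and 60.0%), against 53.9% and 55.9% as the median of the autosomes. Each of the 12 wild-type differences had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, also after Benjamini-Hochberg adjustment over the 12. This p-value treats peaks of 1 chromosome as separate and does not cover the spread between libraries.

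**Figure D4:**
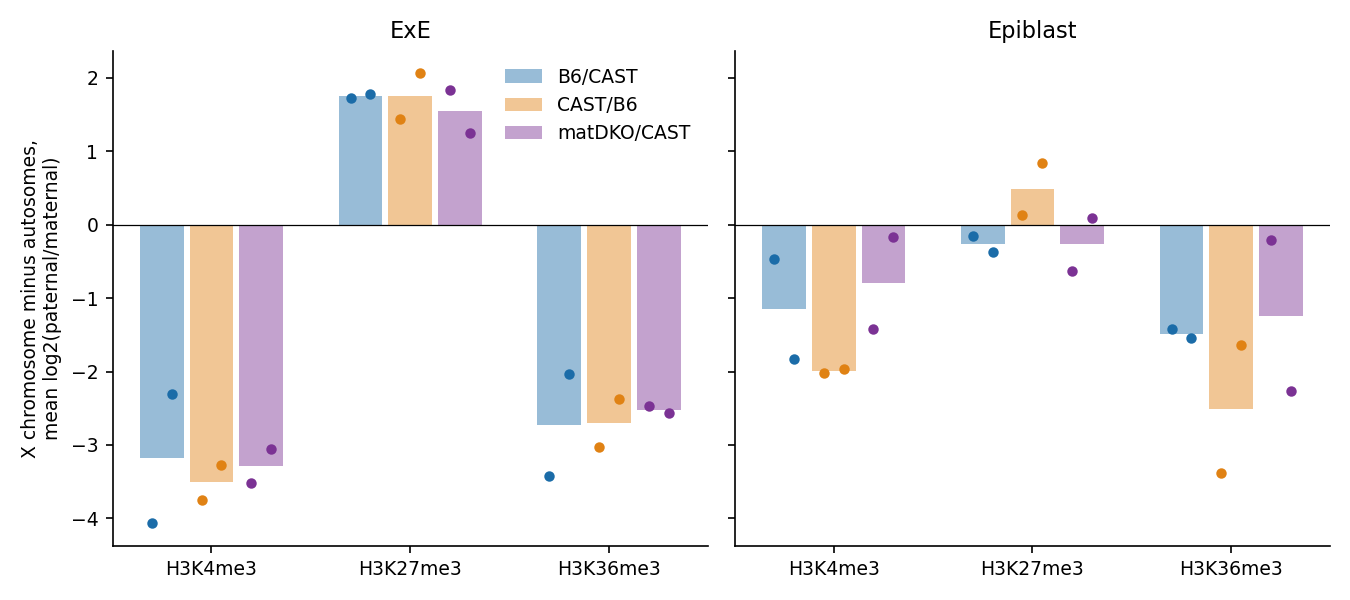
Difference of the mean log2 ratio of paternal to maternal reads between X-linked and autosomal peaks (vertical axis) per mark, tissue and cross. Bars show the mean of 2 libraries and points the libraries. In ExE H3K27me3 lay at 1.54 to 1.76 and H3K4me3 between -3.51 and -3.18.

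Total signal was compared between the tissues with the 8 wild-type libraries of each mark. By limma, 22303 of 45602 H3K4me3 peaks differed, 13415 higher and 8888 lower in ExE. For H3K27me3 it was 12688 of 23395 (10672 higher, 2016 lower) and for H3K36me3 12303 of 24202 (5519 higher, 6784 lower). The median of all peaks was 0.22 above 0 for H3K27me3 and fell by 0.14 for H3K36me3 on the log2 scale, and quantile normalization, which takes these shifts to 0.03 and -0.02, gave 3767 higher and 3028 lower peaks for H3K27me3 and 4893 higher and 2480 lower for H3K36me3. The direction counts of these marks therefore rest on the scaling. The H3K36me3 counts also turned to 5104 higher and 4145 lower without B6/CAST epiblast replicate 1 and to 4241 and 4180 without CAST/B6 epiblast replicate 2. With a minimum mean of 1 RPKM the H3K4me3 count was 7683 (2615 higher, 5068 lower), and with a minimum 2-fold difference 3421 (1750 higher, 1671 lower). The largest H3K4me3 losses in ExE included Sall2 (chromosome 14, 52324501 to 52333000), with a log2 difference of -2.41 ± 0.17 (SE, limma adjusted p 2.24e-13), and Pou5f1 (chromosome 17, 35500501 to 35510500), with 3.26 ± 1.21 RPKM in ExE against 16.9 ± 2.26 in epiblast (SD, n = 4 each). Astn1 and Ferd3l were also among them. The largest gains were at or near Gm49531, Gm26806, AC116759.1, Zfp977 and Gm20203. For H3K27me3 the largest loss was at Tbx3 (chromosome 5, 119648501 to 119694500), with -2.18 ± 0.15 (SE, limma adjusted p 8.21e-07), or -2.40 relative to the median of all peaks, followed by Zc3hav1, Cyp26a1, Tdrd5 and Nrp2. The largest gains included Nufip1, Btbd2 and Igf2r, with 1.12 ± 0.14 (SE) near Nufip1 (chromosome 14, 76143001 to 76149500), or 0.90 relative to the median. For H3K36me3 the largest gains included Gm48265, Apob, Cubn and the gene body of Sfmbt2 (chromosome 2, 10555001 to 10600500, 1.18 ± 0.08), and the largest losses were at 5 intergenic peaks.

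Between matDKO/CAST and B6/CAST far fewer peaks differed in total signal, but the counts are not comparable with those of the tissues. This contrast sets 2 against 2 libraries. It recovered 0.5% and 0% of simulated H3K4me3 changes in ExE and epiblast, against 69.5% between the tissues. Peaks had been called in the wild-type crosses alone, so sites marked only in matDKO/CAST are not counted and losses are favoured. By limma, 82 H3K4me3 peaks differed in ExE (6 higher, 76 lower in matDKO/CAST) and 161 in epiblast (115 higher, 46 lower), with 2530 and 3027 at unadjusted p-values below 0.05. After quantile normalization there were 71 in ExE (15 higher, 56 lower) and 39 in epiblast (15 higher, 24 lower), so the excess of gains in epiblast was not stable. For H3K27me3, 2 peaks were lower in ExE, at Gm12818 and Gm16464, and 17 differed in epiblast (4 higher, at Zp3 with Ssc4d, Gm28638, Grin2b and Map2k6, and 13 lower), among the latter Zdbf2 with -1.49 ± 0.17 (SE, adjusted p 0.0031). For H3K36me3 the same peak in 5730507C01Rik was the only one that passed in either tissue. At several of these peaks the inputs differed too, with means of matDKO/CAST and wild-type inputs of 0.0149 and 0.168 RPKM at Gm12818, 0.0539 and 0.222 at Gm16464, 0.00237 and 0.184 at 5730507C01Rik and 1.42 and 0.557 at Zp3. At Zdbf2 it was 0.525 and 0.521 RPKM. The largest H3K4me3 losses lay on chromosome 12 between 17 and 25 Mb, where the input was lower too. At Gm48398 (18609001 to 18612500) the signal was listed at 0 in both matDKO/CAST ExE libraries, against 7.17 ± 0.566 RPKM (SD, n = 2) in B6/CAST. Peaks in this segment made up 20 of the 76 losses in ExE and 19 of the 46 in epiblast. Another 13 of the ExE losses overlapped an imprinted peak. Among the gains were Hus1b and Gm9229 in both tissues, and Ssc4d in ExE (chromosome 5, 135973501 to 135975500), where the matDKO/CAST input was raised as well.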

Values the study reported

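The study reported 33,329 autosomal H3K4me3 peaks in epiblast and 40,468 in ExE, of which 15,407 and 15,976 were informative. It reported 329 and 913 peaks with a consistent allelic bias in the reciprocal crosses, 92% of them due to strain and 8% imprinted. It gave 69 imprinted peaks in ExE and 29 in epiblast, and counted 17 ExE peaks as non-canonical, 3 as linked to paternal germline methylation and 49 as lost in matDKO/CAST, and 5 as retained in epiblast.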

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

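The tests of explanations in this part were all chosen after the results were seen.

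The parental bias of H3K4me3 differed between matDKO/CAST and B6/CAST at 24 imprinted peaks in ExE and at 16 in epiblast, by the edgeR test of the difference between these crosses. A general excess of maternal reads in matDKO/CAST would strengthen the bias of peaks with a higher maternal allele, but all 5 such peaks among the 24 in ExE, and both (2) among the 16 in epiblast, had a smaller bias in matDKO/CAST. Maternal reads lost at 129 alleles would strengthen a paternal bias, but the bias was smaller at all 19 paternal peaks in ExE and all 14 in epiblast. The peaks were chosen for a strong bias in the B6/CAST libraries that were then compared again, which by itself makes B6/CAST look stronger. To remove this, peaks were chosen on CAST/B6 and on 1 library each of B6/CAST and matDKO/CAST, and the other library of each was then read. In ExE the bias in the held-out libraries was smaller in matDKO/CAST at 38 of 42 and 30 of 30 peaks for the 2 ways to hold them out, with mean log2 changes of -1.92 (-1.924) and -2.62, and in epiblast at 23 of 26 and 21 of 21, with -2.82 (-2.815) and -3.68. Selection alone would leave no change there. The loss of oocyte DNA methylation is the difference the design names, and it remains a hypothesis here.

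The tissue difference of H3K36me3 differed between B6/CAST and CAST/B6 at 696 peaks by limma. The signed log2 difference of ExE minus epiblast was higher in B6/CAST at 659 of them and in CAST/B6 at 37. With the same settings no such peak was found for H3K4me3 or H3K27me3 (0 each, with 1441 and 854 at unadjusted p-values below 0.05). With a mean of at least 1 RPKM, 1 H3K27me3 peak passed. After quantile normalization 0 of the 696 H3K36me3 peaks or any others passed (2835 at unadjusted p-values below 0.05), which is consistent with a difference in enrichment between whole libraries. The count also rested on single libraries. It was 2270 without B6/CAST epiblast replicate 1, 2 without B6/CAST epiblast replicate 2 and 0 without any 1 of the other 6 libraries, with 3776 to 4848 peaks at unadjusted p-values below 0.05 in those 6 fits. A real difference between the reciprocal crosses was not tested apart from this and stays open.

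H3K27me3 on the X chromosome of epiblast went in opposite directions in the crosses, with a log2 difference from the autosomes of -0.26 in B6/CAST and 0.48 in CAST/B6. Both libraries of each cross went the way of their mean, and the difference between the crosses was not tested. As shares of all X-linked reads, a measure in which peaks with many reads weigh more, the maternal allele had 60.3% in B6/CAST and 33.8% (33.75) in CAST/B6. The sex of the pooled embryos cannot produce the value in CAST/B6, since males carry only a maternal X and more of them can only raise the maternal share above equality. A mapping preference would act in ExE too, where H3K27me3 on the X had a CAST excess of -1.67 percentage points. ExE tissue left on the epiblasts would bring paternal H3K27me3 from the run on chromosome 17 (43659000 to 45351000), which is paternal in ExE, but the epiblast share there was 52.5% in CAST/B6 against 61.7% in ExE. In the run at 3309500 to 5789000 the epiblast share was 54.4% in CAST/B6 and 55.2% in B6/CAST, against 78.7% and 76.1% in ExE. The epiblast shares lay well below those of ExE, but a smaller amount of ExE tissue is not excluded. A strain preference in the choice of the inactive X may contribute, since H3K4me3 on the epiblast X had a CAST excess of 5.46 percentage points, but with 2 pools per cross of unknown sex it cannot be told apart from chance differences between the pools.

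At the retained H3K4me3 peaks in ExE, maternal H3K27me3 was higher in matDKO/CAST than in B6/CAST by 0.88 on the log2 scale (9 of 11 regions, exact p 0.0078). Some regions lie in the long paternal runs, where the paternal share is lower in matDKO/CAST. Outside those runs the difference was 0.77 (0.7694; 7 of 9 regions, exact p 0.0312), to which Slc38a4 gave 3.31 and the Jade1 peak 2.09. Without Slc38a4 it was 0.45 and without the Jade1 peak 0.60 (6 of 8 and exact p 0.0625 in both), so with this few regions it stays open whether the runs are the whole cause. Against CAST/B6 the difference outside the runs was 1.07 but not significant (5 of 9, exact p 0.160). Slc38a4 gave 6.81 to this mean, which was 0.35 without that region (4 of 8, exact p 0.320). The maternal excess of reads in matDKO/CAST described among the other observations may add to the differences from both wild-type crosses. A gain of maternal H3K27me3 where maternal DNA methylation is missing is the biological reading, and it stays untested.

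In the inputs, which the comparisons do not use, B6/CAST epiblast input 1 had more signal on chromosomes 3 and 11, at 1.20 (1.199) and 1.19 (1.188) times the mean of the autosomes. The other 14 inputs lay between 0.970 and 1.03 on chromosome 3 and between 0.952 and 1.04 on chromosome 11. GC content is not the cause, since chromosome 11 has the highest and chromosome 3 the lowest GC content of the 19 autosomes (ranks 1 and 19), and the highest value of the other autosomes in this input was 1.017. An extra copy in 38.7% of the cells would give this input, and if the copy were maternal the maternal share would be 58.1%. The libraries of the same number from this cross and tissue had 58.7% (58.74) on chromosome 3 and 58.4% on chromosome 11 for H3K4me3, and 60.2% and 61.1% for H3K27me3. A mapping preference for the B6 allele would reach H3K4me3 replicate 2 as well, which had 50.8% (50.76) on chromosome 3. These values are consistent with an extra maternal copy of both chromosomes in part of the cells of 1 pool, and whether it arose in an embryo of the pool was not tested. H3K36me3 replicate 1 showed no such excess (50.7% and 50.8%). Whether a different pool is behind that library stays open. The gap between its replicates on the X chromosome was 0.11 (0.1140) against 1.36 for H3K4me3, but for H3K27me3, whose replicate 1 carries the excess, it was only 0.21. In B6/CAST epiblast, chromosomes 3 and 11 held 24 maternal and 11 paternal H3K4me3 calls against 154 and 150 elsewhere, so calls in this cross lean to the mother there. An imprinted call also needs CAST/B6. None of the 11 counts tried without these chromosomes, summed over both directions, moved by more than 1.5 times. Relative total signal on chromosomes 3 and 11 was raised in replicate 1 too, at 1.14 and 1.21 for H3K4me3 and 1.14 and 1.24 for H3K27me3. The other epiblast libraries of these marks reached at most 1.06. The 11 counts include those of total signal for H3K4me3 and H3K27me3, between the tissues and between matDKO/CAST and B6/CAST epiblast.

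The inputs of matDKO/CAST had an excess in a 7 kb segment just before Zp3 (chromosome 5, 135973001 to 135980000), with a mean of 3.90 (3.899) RPKM over 5 inputs against 0.341 to 0.633 RPKM in the 10 wild-type inputs. The segment ends 99 bp before the start of Zp3. This is consistent with extra copies of the Zp3 promoter in the Cre transgene of the mothers. A mapping or depth effect shared by all inputs of this cross would raise epiblast input 3 too, but it had 0.624 (0.6236) RPKM, within the wild-type range. The other 4 had 2.63 to 7.20 RPKM. This argument rests on 1 library, so it does not exclude such an effect in the other 4 alone. In 5 of 6 pairs of mark and tissue the ChIP libraries followed the order of the inputs of their number. The strain label of epiblast input 3, like that of ExE input 2, names no 129 background, unlike those of the other matDKO/CAST samples. A wild-type sample under this label is excluded by 290 windows of chromosome 4 that were chosen for low input in the other 4 matDKO/CAST inputs. There epiblast input 3 had 0.0239 (0.02385) RPKM, the other 4 had 0.0197 to 0.0271 and the wild-type inputs 0.220 to 0.2997 RPKM. The lower signal before Zp3 in this input would fit embryos that did not inherit the transgene, which was not tested further.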

How the results depend on the processing

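Of the alternatives below, 20 reads required in each cross, the fits without chromosomes 3 and 11, the leave-one-out values of the strain-specific calls and all settings of the H3K36me3 interaction were chosen after the data had been seen. Apart from the fits that leave out 1 library and from settings that change nothing by construction, 147 of 208 values stayed within 1.5 times the reported count, within the sampling error of a share or on their side of the threshold, 60 moved further and 1 lost significance. Of the 152 values that leave out 1 library 13 moved, but many of these only follow the direction of peaks already called. The balance of higher and lower peaks turned over in 8 of the values below, in 6 results of total signal, and in 2 fits without 1 library: the tissue counts of H3K36me3 were 5104 higher and 4145 lower without B6/CAST epiblast replicate 1 and 4241 and 4180 without CAST/B6 epiblast replicate 2, against 5519 and 6784 with all. Where a value moved, the cause was not tested unless it is named.

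For the allelic calls, library totals without TMM, a common library size for both alleles, a mean of at least 10 reads, 20 reads in each cross and the fits without chromosomes 3 and 11 left the counts they were run on within 1.5 times when summed over both directions. By direction, library totals gave 162 paternal and 76 maternal H3K27me3 peaks in ExE in place of 209 and 42, and the maternal peaks that differed in epiblast, 2 as reported, numbered 1 with a common library size, with 20 reads in each cross and without chromosomes 3 and 11. The DESeq2 Wald test moved 14 of 18. It gave 45 imprinted and 176 strain-specific H3K4me3 peaks in ExE, 59 strain-specific ones in epiblast, 97 peaks in the joint fit of ExE, 3 retained peaks in epiblast and 10 peaks that differed in epiblast. For H3K27me3 it gave 94 imprinted and 93 strain-specific peaks in ExE and 18 and 30 in epiblast, and for H3K36me3 11 and 12 in ExE and 4 and 1 in epiblast. It kept 19 peaks that differed in ExE, 17 paternal and 2 maternal. Without the filter on low counts there were 303 strain-specific H3K4me3 peaks in epiblast. At an adjusted p-value below 0.01, 12 ExE peaks were retained, and with a minimum of a 2-fold difference 70 H3K27me3 peaks were imprinted in ExE, both by construction. The library as replicate block moved 6 counts: 37 imprinted and 596 strain-specific H3K4me3 peaks in epiblast, 256 in the joint fit of ExE, 52 imprinted and 305 strain-specific H3K27me3 peaks and 25 strain-specific H3K36me3 peaks in epiblast. The block changed no other allelic count by more than 1.5 times.

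Leaving out a library of a wild-type cross leaves 1 library and no test in that cross, so for the calls per cross only the direction of the called peaks could be followed. In the joint fit, which still has a test, the count was 96 to 124 in ExE and 18 to 32 in epiblast (18 without CAST/B6 replicate 2) across the 4 fits that each left out 1 library. Fewer libraries alone lower these counts. The parental labels were also swapped within libraries, which makes 7 labelings with the real one. As many peaks were called in 1 of 7 in ExE and in 1 of 7 in epiblast, the real labeling in both, which is the lowest share 7 can give and not below 0.05. The others gave 0 peaks in ExE and at most 2 in epiblast.

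For total signal, the real grouping of the 8 wild-type libraries gave the most peaks that differ between the tissues in 1 of 35 splits for H3K4me3, 1 of 35 for H3K27me3 and 1 of 35 for H3K36me3. The counts depended on the scale. With a pseudocount of 0.1, 66 H3K4me3 peaks (24 higher, 42 lower in matDKO/CAST) and 10 H3K27me3 peaks differed in epiblast, and 3 H3K36me3 peaks in ExE. With a mean of at least 1 RPKM, which removes most peaks, the tissues differed at 7683 H3K4me3 (2615 higher, 5068 lower in ExE), 2238 H3K27me3 (1182 higher, 1056 lower) and 3109 H3K36me3 peaks (3016 higher, 93 lower). Between matDKO/CAST and B6/CAST that filter gave 6 H3K27me3 peaks in ExE and 55 in epiblast, and 662 H3K36me3 peaks in ExE and 0 in epiblast (334 at unadjusted p-values below 0.05). After quantile normalization the tissues differed at 6795 H3K27me3 (3767 higher, 3028 lower) and 7373 H3K36me3 peaks (4893 higher, 2480 lower). Between matDKO/CAST and B6/CAST it gave 39 H3K4me3 peaks in epiblast (15 higher, 24 lower), 71 in ExE (15 higher, 56 lower), 90 H3K27me3 peaks in ExE (48 higher, 42 lower), 23 in epiblast (10 higher, 13 lower), 539 H3K36me3 peaks in epiblast (287 higher, 252 lower) and 0 in ExE (992 at unadjusted p-values below 0.05). The few H3K27me3 and H3K36me3 differences between these crosses are therefore not settled by these libraries. A minimum 2-fold difference between the tissues left 3421 H3K4me3, 330 H3K27me3 (11 higher, 319 lower) and 31 H3K36me3 peaks. The H3K36me3 interaction went from 696 peaks to 0 with a pseudocount of 0.1 (4955 at unadjusted p-values below 0.05), to 2649 with at least 1 RPKM, to 0 after quantile normalization (2835 unadjusted), and from 0 to 2270 across the 8 fits that each left out 1 library.

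By the labels, libraries of the same number in both tissues or crosses share only that number. Their deviations from the group means correlated over peaks at 0.34 and 0.26 for H3K4me3 in the wild-type crosses but at 0.06 in matDKO/CAST, at 0.11, 0.06 and -0.01 for H3K27me3 and at -0.00163, 0.00107 and 0.06 for H3K36me3. Between matDKO/CAST and B6/CAST in epiblast it was 0.24 for H3K4me3 and -0.04 for H3K27me3. With 2 libraries per group each of these values rests on 1 independent deviation, and those of H3K4me3 leave open that some numbers mark a shared source. With the replicate block, 42 H3K27me3 peaks differed between matDKO/CAST and B6/CAST epiblast in place of 17. The block within each cross kept the counts of the tissue contrasts within 1.5 times, as it did for H3K4me3 in epiblast of matDKO/CAST. No paired analysis was possible because the ExE libraries of matDKO/CAST and B6/CAST share only replicate number 2, and so do the H3K36me3 libraries of epiblast. Libraries could not be paired for the peak overlaps, for which no test was made. The same holds for the X chromosome, CpG and H3K27me3 comparisons, which run over peaks or regions. The H3K27me3 differences between crosses were paired by region, not by library.

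The lower CpG content of retained peaks held per 100 bp and was -0.0705 (permutation p 0.0599) among paternal peaks alone, a smaller set. The overlap of peak lists moved with the length of the peaks. Among the peaks longer than the median length it was 79.0% for H3K4me3 between the crosses in ExE, 79.9% and 83.1% for H3K27me3 in epiblast and ExE, 76.3% and 87.2% for H3K36me3, and between the tissues of B6/CAST and CAST/B6 76.5% and 80.1% for H3K4me3 and 70.3% and 74.6% for H3K36me3. With 50% of the shorter peak required it was 81.0% for H3K27me3 in ExE, 64.8% and 79.2% for H3K36me3 in epiblast and ExE, and 58.0% and 64.9% for H3K36me3 between the tissues. Raw counts on the X chromosome and a minimum of 20 H3K27me3 reads change nothing by their construction and say nothing about stability. For the X chromosome, leaving out 1 of 2 libraries gives the other, and these values are in the report.

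The retained calls and the interaction had the lowest recovery of the simulated allelic effects. Depth and the spread between libraries were not separated as reasons: the edgeR dispersion of H3K4me3 in matDKO/CAST was 0.0196 in ExE and 0.00625 in epiblast, against 0.00244 and 0.0280 in B6/CAST. In simulated ExE libraries 37% of the peaks that kept a log2 bias of 1.5 were called retained, a share that peaks missed as imprinted lower too. Where the whole B6/CAST bias was kept, 41.4 to 54.2% of the ExE peaks called imprinted were called retained. A peak outside the 19 may therefore still carry a bias, and 12 remained at the adjusted p-value of 0.01.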

Other observations

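The tests of explanations in this part were all chosen after the results were seen.

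The count of H3K4me3 peaks in epiblast that passed in both wild-type crosses was 193 here. That is lower than the value quoted from the study above. The gap depends on the setting. With the library as a block, the strain-specific peaks alone outnumbered the study's value. More peaks were also strain-specific without the filter on low counts, and fewer with the DESeq2 test.

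In matDKO/CAST the allelic reads of the autosomes leaned to the maternal allele. In ExE the maternal share was 55.8% and 53.1% for H3K27me3, 54.0% and 51.8% for H3K36me3 and 52.9% and 51.1% for H3K4me3, in replicates 2 and 3. In epiblast it was 51.8% and 52.7% for H3K4me3, 54.1% and 55.8% for H3K27me3 and 53.7% and 51.8% for H3K36me3. The B6/CAST libraries had 50.1 to 52.6% and the CAST/B6 libraries 48.8 to 49.8%, so part of the lean to B6 reads is in the wild type too, though in each mark and tissue both matDKO/CAST libraries lay above both B6/CAST libraries. The library with number 2 had the higher share in 3 of 3 marks in ExE and 3 of 3 in epiblast. Segments of 129 origin that differ between the pools would change some chromosomes and not others, but in ExE the libraries differed in that direction on every autosome in each mark, by at least 1.10 (1.100) percentage points. In epiblast the lowest autosome had -0.30 (-0.3000) points, with 18 of 19 autosomes in the direction for H3K4me3 and H3K36me3, so such segments stay open there. DNA of the mothers in the pools would give this order in all 6 groups, but so would any other cause that acts on a whole pool, and these cannot be told apart. The second alignment of the matDKO/CAST reads, which adds maternal reads alone, may raise the share in both libraries, and a lower yield of reads on the CAST allele was not excluded either.

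The paternal H3K27me3 of the long runs in ExE is not an excess of paternal copies, since H3K4me3 in the longest run had 45.9% (45.95) paternal reads in B6/CAST. A mapping preference would reverse between the reciprocal crosses, but CAST/B6 had 82.3% (82.26) as well. Both observations are consistent with a parental difference of the mark itself over these domains, a hypothesis found and tested on the same libraries.

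Windows with less input in matDKO/CAST than in the wild type formed 60 runs of at least 5 windows, 44 of them on chromosome 4 between 112092001 and 114124000, with a mean of 0.0571 (0.05714) RPKM against 0.299 RPKM. Between the reciprocal wild-type crosses 0 such runs were found in either direction. A strain variant that the reference genome lacks, carried by the mothers of mixed B6 and 129 background, may explain these runs. The paternal CAST copy would remain, so this explanation also needs little input from that copy, which was not tested. The same explanation may account for H3K4me3 peaks lost on chromosome 12 between 17 and 25 Mb, where the median log2 ratio of the inputs was -1.02 at the 20 ExE peaks and -0.84 at the 19 epiblast peaks. It does not reach the 13 lower ExE peaks that overlap an imprinted peak, where the input ratio was -0.02 (-0.01879).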
